A study of Drosophila melanogaster with 12 samples.

How the data were processed

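The samples were cultures of S2 cells, a Drosophila melanogaster line derived from embryos. They were treated for 48 hours with the cationic porphyrin TMPyP4, which binds G-quadruplexes (stacked folds of guanine-rich nucleic acid), or with the drug solvent DMSO. The labels give 3 concentrations of TMPyP4, 25, 50 and 100 µmol/L, and a DMSO control that they label 100 µg/L, with 3 replicate libraries in each of the 4 groups and 12 libraries in all. What that value of the control refers to is not stated, and it is not taken here as a dose of DMSO. Per the labels, total RNA was taken with Trizol, libraries were stranded (dUTP) and selected for polyadenylated RNA, and sequencing was on the Illumina HiSeq X platform. Per the labels, the RNA was prepared as a mixture with zebrafish RNA. How reads of zebrafish were set aside is not stated and was not tested here.

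The values are whole-number read counts per gene that the authors deposited, with 1 column per library and FlyBase gene identifiers, not normalised. The aligner, the genome build, the annotation, the counting program and whether counting used the strand are not stated. The last 5 entries of the deposited table carry the names that htseq-count gives to reads outside genes. Reads with no feature made up 0.783 to 1.04% and ambiguous reads 1.87 to 2.71% of the counts of a library, and the other 3 of those entries held 0. These 5 entries were left out of library sizes and of all tests. Columns matched to no sample numbered 0. How reads that match overlapping genes or near-identical copies were assigned is not stated, so values of such genes are uncertain.

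Of 17494 gene identifiers, 17358 matched a symbol and a position in the annotation BDGP6.54, which was used for names, positions and exonic lengths. It may differ from the authors' annotation. A genome sequence was not used here, so no test of quadruplex motifs and no correction for GC content was run, although both had been planned.

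Genes were kept with filterByExpr (minimum count 10, minimum total count 15), which left 7328 genes. Counts were scaled with TMM factors and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, a quasi-likelihood F-test) in R 4.3.3. A single fit of all 12 libraries with group as the only term served the comparisons of groups and the joint test. The linear trend came from a separate fit of all 12 libraries with concentration as the only term and its own dispersion estimate. The tests were the 6 comparisons between pairs of groups, a linear trend over concentration with DMSO as 0, and a joint test of any difference among the 4 groups. All p-values of these tests were two-sided and were adjusted by the Benjamini-Hochberg method over the 7328 genes of each test. A gene counted as changed at an adjusted p under 0.05. Standard errors (SE) of log2 fold changes are the absolute fold change divided by the square root of F. CPM denotes counts scaled to library size with TMM factors. Log2 CPM used a prior count of 2.

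The depth was 4669194 to 9662038 gene counts per library. The median SE of a log2 fold change against DMSO was 0.16 at 25, 0.163 at 50 and 0.161 at 100 µmol/L. A gene with at most 3 counts in every library of a group was taken as at the counting floor there, and none of the individually named tested genes was.

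The genes named individually were chosen by a rule. For 100 µmol/L these were the 5 genes with the largest positive and the 5 with the largest negative log2 fold change, and for 25 and 50 µmol/L the 3 of each. They had to be past the threshold, to have a mean log2 CPM of at least 1, and to have all 3 treated libraries on the same side of all 3 DMSO libraries. For the trend, the 3 genes with the smallest p in each direction and a monotonic group mean were taken. Myc was to be reported whatever its value.

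Preset lists numbered 8: heat shock, glutathione and antioxidant, DNA damage and p53 response, DNA replication, cytosolic ribosomal proteins, quadruplex-unwinding helicases, heme synthesis and breakdown, and antimicrobial peptides. Each was tested against the remaining genes with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 24 tests. The tests fry and camera with an estimated correlation were alternatives. The groups, tests, lists, naming rule and alternatives were fixed before the data were examined, apart from the alternatives and tests named in the closing parts as chosen later.

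Correlations between comparisons with the same DMSO libraries were set against 20 simulated data sets in which no gene differed between groups. Shared calls have no such reference, since the threshold leaves next to no calls in unchanged groups. The fitting was tested on simulated counts with 200 changed genes among 7257 tested. There edgeR called 87% of the changed genes, 97% of those changed 4-fold, and 6.45% of its calls were false. Those counts held no trend on gene length. With such a trend added to their DMSO libraries, 63.1% of 471 edgeR calls were false, and 6.15% with the length offset described below. In a simulation of unchanged groups with 7257 genes edgeR called 0. When a trend on gene length was added to the DMSO libraries of unchanged groups, 179 of 7242 genes were called, and 0 of 7177 were called once the length offset described next was used.

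The alternatives were DESeq2 size factors, upper-quartile factors, library totals alone, no filter on counts, at least 10 counts in every library, DESeq2 1.42.0 in place of edgeR, fits to the compared groups only, replicate number as a block, title number as a block, removal of mitochondrial and ribosomal RNA genes, an adjusted p under 0.01, an absolute log2 fold change of at least 1, and the omission of each library in turn. An offset for transcript length (a loess curve of span 0.5 on log2 exonic length in each library) and thinning of all libraries to the smallest total were added after the data were seen. So were the fits of Myc without a filter that left out each library in turn. The title of each library opens with a number. These numbers fall into 4 runs of 3 libraries (6 to 30, 54 to 78, 102 to 126 and 150 to 174), whose meaning the labels do not state.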

Results

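Read counts per gene were analysed from 12 poly(A)-selected RNA libraries of Drosophila S2 cells, 3 each from cells treated for 48 hours with DMSO or with TMPyP4 at 25, 50 or 100 µmol/L. The series addresses whether a ligand of G-quadruplexes changes gene expression in these cells. Gene counts numbered 8559765, 7711896 and 9241109 in DMSO replicates 1, 2 and 3. They numbered 7955869, 7570350 and 7589230 in the 25 µmol/L libraries, and 6125645, 4669194 and 5627959 in the 50 µmol/L libraries. The 100 µmol/L libraries had 7637397, 4960934 and 9662038. The 50 µmol/L group had the lowest mean depth, 5474270 ± 740289 (SD, n = 3), against 8504260 ± 766116 (SD, n = 3) in DMSO. The 10 most abundant genes took 8.08 ± 0.116% (SD, n = 3) of the counts in DMSO, 9.08 ± 0.419% at 25, 9.19 ± 0.767% at 50 and 9.28 ± 0.136% at 100 µmol/L.

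Libraries of the same group had Spearman correlations of log2 CPM across genes of 0.979 to 0.994 over 12 pairs. Pairs from different groups had 0.943 to 0.992 over 54 pairs, so the ranges overlapped. Replicates differed by more than sampling noise in every pair, with a chi-square per gene of 4.09 to 25.1, and all 12 libraries were treated as separate. The first principal component held 37.1% of the variance and the second 13.8%. On the first, DMSO libraries averaged -20.3 ± 13.2 (SD, n = 3) and 50 µmol/L libraries 18.0 ± 19.4 (SD, n = 3), with 1 library of the 50 µmol/L group at -3.34. The common biological coefficient of variation was 0.141.

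The comparison of each concentration with DMSO asked which genes TMPyP4 changed. Of 7328 genes tested, 122 had an adjusted p under 0.05 at 25 µmol/L (39 higher, 83 lower), 502 at 50 µmol/L (124 higher, 378 lower) and 379 at 100 µmol/L (116 higher, 263 lower). A change of at least 2-fold was found in 52, 208 and 159 of these. The alternative that lowered the count most was the omission of TMPyP4 replicate 2 at 25 µmol/L, with 6 genes, and the title number run as a block at 50 and 100 µmol/L, with 0 and 1. The block left 12 genes at 25 µmol/L. At 50 µmol/L, 1141 genes had an unadjusted p under 0.05 in that fit. Each run held 3 libraries and at most 2 of any group, too few for a comparison within a run.

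Single libraries decided much of these counts. At 25 µmol/L the count was 15 without DMSO replicate 1, 43 without DMSO replicate 3, 200 without TMPyP4 replicate 1, 6 without TMPyP4 replicate 2 and 24 without TMPyP4 replicate 3. At 50 µmol/L it was 65, 762 and 222 without DMSO replicates 1, 2 and 3, and 1233, 50 and 51 without TMPyP4 replicates 1, 2 and 3. At 100 µmol/L it was 122 without DMSO replicate 1, 169 without DMSO replicate 3, 96 without TMPyP4 replicate 2 and 89 without TMPyP4 replicate 3.

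**Figure D1:**
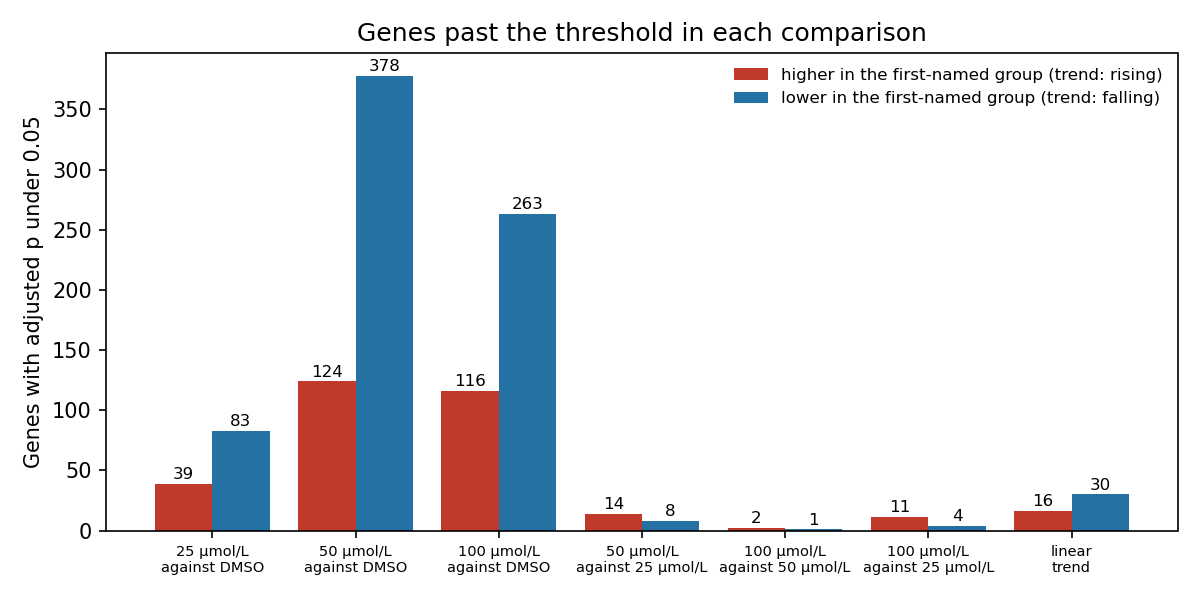
Number of genes with an adjusted p under 0.05 (edgeR, y axis) in each comparison of groups and in the linear trend (x axis), with higher genes in red and lower genes in blue. Lower genes outnumber higher ones in each comparison with DMSO, 378 against 124 at 50 µmol/L, and the comparisons between concentrations have at most 22 genes.

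At 25 µmol/L, pirk (FBgn0034647, chromosome 2R, 21660967 to 21662995, minus strand) had 77.1 ± 19.8 CPM (SD, n = 3) against 14.8 ± 5.01 in DMSO, a log2 fold change of 2.38 (SE 0.24, edgeR adjusted p 0.000144). CG11825 (FBgn0033519, 2R, 10420414 to 10423650, minus strand) had 27.5 ± 5.78 CPM against 5.54 ± 1.25, a log2 fold change of 2.30 (SE 0.268, edgeR adjusted p 0.000356). An untested gene, CG33474, lies on the other strand within CG11825, and the counting is not stated to use strand, so its value is uncertain. CG12896 (FBgn0033521, 2R, 10426880 to 10427915, minus strand) had 72.1 ± 8.17 CPM against 18.1 ± 2.09, a log2 fold change of 1.99 (SE 0.277, edgeR adjusted p 0.00292). The 3 genes with the largest decrease were CG14073 (FBgn0036814, 3L, 18802265 to 18820675; -2.72, SE 0.64, edgeR adjusted p 0.0403), Hsp67Bc (FBgn0001229, 3L, 9371511 to 9372497; -2.57, SE 0.454, edgeR adjusted p 0.0118) and Hsp70Ba (FBgn0013277, 3R, 12465453 to 12467776; -2.48, SE 0.386, edgeR adjusted p 0.00596). Hsp70Ba has near-identical copies, and its reads could be split among them. The call of CG14073 was lost in 5 of the 6 fits that left out 1 of the compared libraries and was kept without DMSO replicate 2, with log2 values of -3.20 to -2.18. The call of Hsp67Bc was lost without DMSO replicate 1 or TMPyP4 replicate 2 or 3 (-3.04 to -2.08), and that of Hsp70Ba without TMPyP4 replicate 2 (range -3.13 to -2.04 over the 6 fits). With the length offset, CG14073 was not past the threshold. Of the 28 values of genes named by the rule, at all concentrations and in the trend, 24 were not past it with the title number block. The others were pirk, CG11825 and CG12896 at 25 µmol/L and foi at 100 µmol/L.

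At 50 µmol/L, GstD5 (FBgn0010041, 3R, 12375733 to 12376572, plus strand) had 6.22 ± 0.795 CPM (SD, n = 3) against 1.28 ± 0.794 in DMSO, a log2 fold change of 2.25 (SE 0.422, edgeR adjusted p 0.00816). It belongs to a gene family with similar copies. CG11825 rose to 22.6 ± 6.57 CPM, a log2 fold change of 2.01 (SE 0.273, edgeR adjusted p 0.00334). The small nucleolar RNA snoRNA:185 (FBgn0065076, 2R, 19727098 to 19727152) rose to 3.42 ± 0.828 CPM from 1.09 ± 0.312, a log2 fold change of 1.66 (SE 0.443, edgeR adjusted p 0.0354). Among lower genes, tna (FBgn0026160, 3L, 10835528 to 10876496) had 0.497 ± 0.574 CPM against 6.39 ± 5.23, a log2 fold change of -3.49 (SE 0.815, edgeR adjusted p 0.0206). Its DMSO counts were 113, 31 and 26 in replicates 1 to 3. Tis11 (FBgn0011837, X, 12659415 to 12682560) had a log2 fold change of -2.95 (SE 0.687, edgeR adjusted p 0.0206) and Ncoa6 (FBgn0031698, 2L, 5315290 to 5326683) of -2.59 (SE 0.538, edgeR adjusted p 0.0145). The exons of tna and Ncoa6 overlap those of 1 gene each on the other strand, and the exons of Tis11 overlap those of 2 genes on its own strand. Genes that lie within introns were not counted. The calls of tna (-4.84 to -2.57), Tis11 (-3.23 to -2.29) and Ncoa6 (-3.53 to -2.13) were each lost without DMSO replicate 1, TMPyP4 replicate 2 or TMPyP4 replicate 3. That of snoRNA:185 was kept only without DMSO replicate 2 (1.44 to 1.89 over the 6 fits). With the length offset, snoRNA:185, tna, Tis11 and Ncoa6 were not past the threshold.

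At 100 µmol/L, foi (FBgn0024236, 3L, 8525244 to 8534503, plus strand), which encodes a zinc transporter, had 257 ± 62.1 CPM (SD, n = 3) against 56.4 ± 10.1 in DMSO, a log2 fold change of 2.19 (SE 0.171, edgeR adjusted p 3.25e-06). CG11825 had 19.1 ± 5.51 CPM, a log2 fold change of 1.78 (SE 0.27, edgeR adjusted p 0.00277). Ldh (FBgn0001258, 3L, 6259105 to 6262694) had 16.0 ± 4.17 CPM against 4.84 ± 1.71, a log2 fold change of 1.71 (SE 0.291, edgeR adjusted p 0.00422). CG34330 (FBgn0085359, X, 19068275 to 19068973) rose by 1.71 (SE 0.448, edgeR adjusted p 0.0357) and CG33647 (FBgn0053647, 3L, 19236360 to 19237057) by 1.65 (SE 0.463, edgeR adjusted p 0.0475). Both lost their call in all 6 fits that left out 1 library. Among lower genes, CG14073 had a log2 fold change of -3.50 (SE 0.711, edgeR adjusted p 0.0114) and tna of -3.31 (SE 0.756, edgeR adjusted p 0.0192). For mbl (FBgn0265487, 2R, 17216549 to 17379376) it was -2.84 (SE 0.547, edgeR adjusted p 0.00789), for Tis11 -2.83 (SE 0.652, edgeR adjusted p 0.0198) and for dnc (FBgn0000479, X, 3176440 to 3343767) -2.62 (SE 0.612, edgeR adjusted p 0.021). The calls of CG14073 (-3.85 to -2.96), tna (-4.85 to -2.39), Tis11 (-3.51 to -2.15) and dnc (-3.52 to -2.16) were lost without DMSO replicate 1, TMPyP4 replicate 2 or TMPyP4 replicate 3. That of mbl was lost without TMPyP4 replicate 3 (-3.09 to -2.31 over the 6 fits). With the length offset, CG33647 and dnc were not past the threshold.

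**Figure D2:**
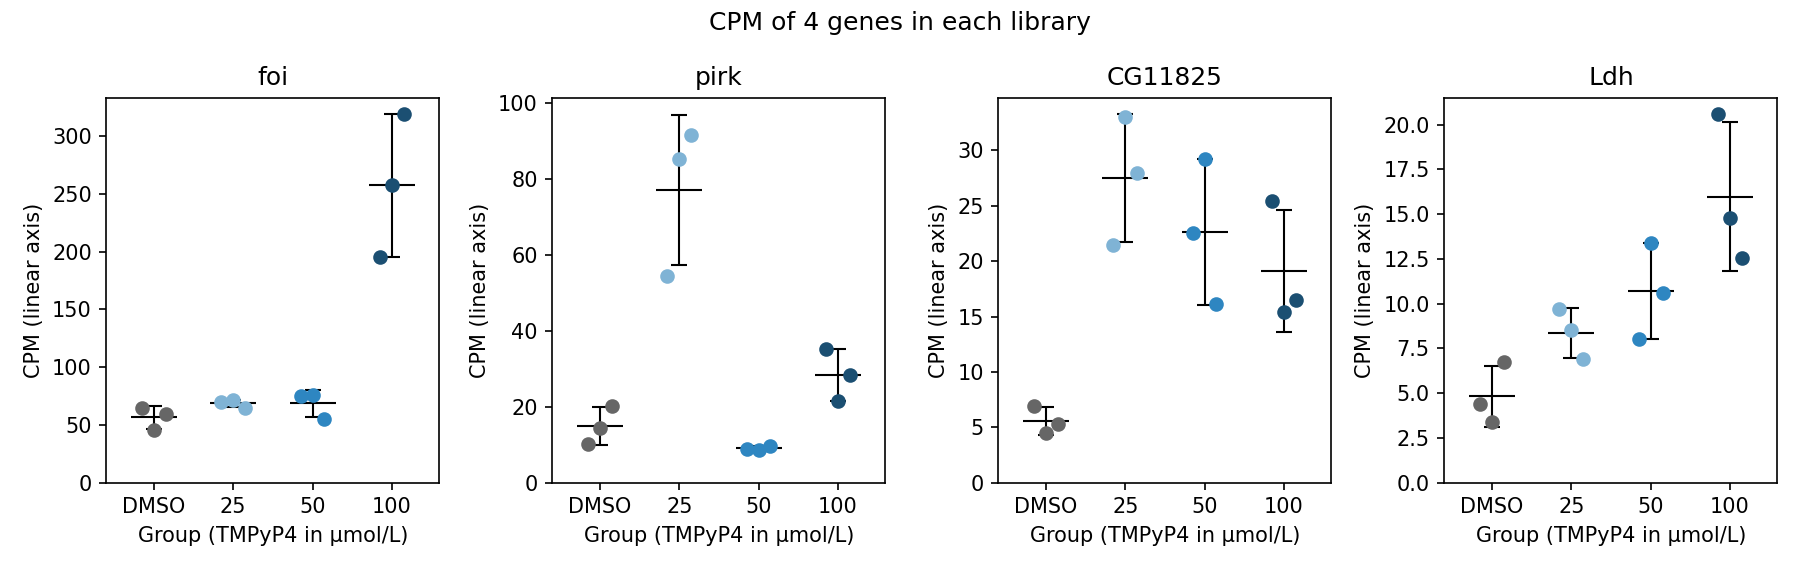
CPM (linear y axis) of foi, pirk, CG11825 and Ldh in each of the 12 libraries by group (x axis), where each point is a library and the black bars are the mean ± SD of 3 libraries. The 100 µmol/L libraries lie above all others for foi (257 against 56.4 CPM in DMSO on average), and pirk is highest at 25 µmol/L (77.1 CPM).

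The preset gene Myc (FBgn0262656, X, 3373159 to 3391697) was left out by the filter on counts. Its counts were 38, 6 and 8 in DMSO, 0, 11 and 3 at 25 µmol/L, 2, 2 and 5 at 50 µmol/L and 1, 1 and 0 at 100 µmol/L. In the fit without a filter (11464 genes) it was past the threshold at 100 µmol/L only. There its log2 fold change was -4.16 (SE 1.06), with an edgeR adjusted p of 0.00244 (0.00104 to 0.345 leaving out each library in turn). That call was lost without DMSO replicate 1 or 100 µmol/L replicate 3. At 25 and 50 µmol/L the edgeR adjusted p was 0.324 (0.113 to 0.948) and 0.232 (0.127 to 0.975). The counts at 100 µmol/L were at the counting floor, so the size of the decrease is uncertain. Myc has an exonic length of 9170 bases, and long genes were lower as a group, as given next. The length offset was not applied to Myc, so a change apart from that trend was not shown.

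Fold changes against DMSO followed the exonic length of the gene. The tested genes were divided into 5 equal bins of exonic length. In the shortest bin (55 to 1149 bases) the median log2 fold change was 0.15 at 25, 0.24 at 50 and 0.15 at 100 µmol/L. In the longest bin (4055 to 69810 bases) it was -0.27, -0.49 and -0.37. The longest bin held 69 of 83 lower genes at 25, 316 of 378 at 50 and 206 of 263 at 100 µmol/L. The median exonic length was 2084 bases over tested genes, 9270, 6771.5 and 7369 over the lower genes at the 3 concentrations, and 1291, 1100 and 1423 over the higher genes. The slope of log2 CPM on log2 exonic length, relative to the mean of each gene and over 7263 genes, was 0.157 ± 0.105 (SD, n = 3) in DMSO, -0.0114 ± 0.0173 at 25, -0.103 ± 0.121 at 50 and -0.0433 ± 0.0692 at 100 µmol/L. The lowest DMSO slope was 0.0545 and the highest TMPyP4 slope 0.0285. The means of 3 DMSO and 9 TMPyP4 libraries differed by 0.21 (exact two-sided permutation p 0.00455, the smallest that 220 splits can give). Slopes within DMSO ranged from 0.0545 to 0.264, so libraries of a group differed too. With an offset for exonic length, 58 genes were changed at 25 (33 higher, 25 lower), 85 at 50 (49 higher, 36 lower) and 202 at 100 µmol/L (107 higher, 95 lower).

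**Figure D3:**
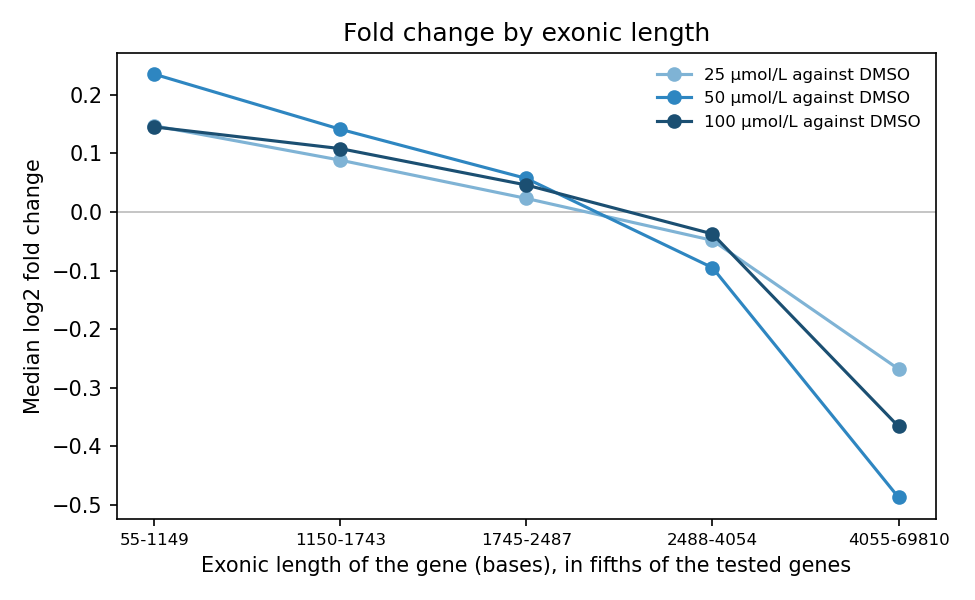
Median log2 fold change against DMSO (y axis) of the tested genes in 5 bins of exonic length in bases (x axis, not to scale), 1 line per concentration and no error shown. The medians fall from 0.24 in the shortest to -0.49 in the longest bin at 50 µmol/L, and fall likewise at 25 and 100 µmol/L.

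**Figure D4:**
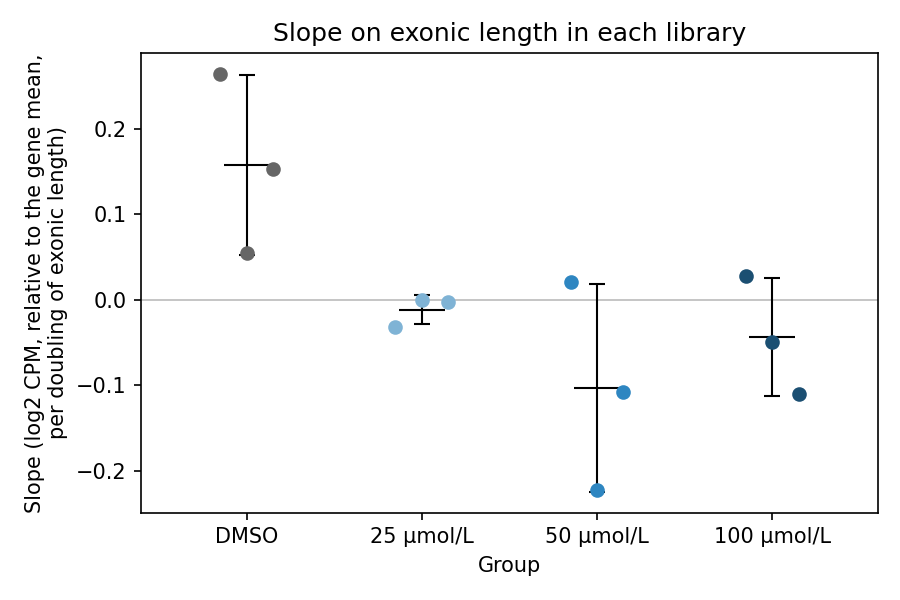
Slope of log2 CPM on log2 exonic length (y axis) in each of the 12 libraries by group (x axis), where each point is a library and the black bars are the mean ± SD of 3 libraries. The 3 DMSO libraries, from 0.0545 upward, lie above all 9 TMPyP4 libraries, which reach 0.0285.

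The concentrations were also compared with one another. Between 50 and 25 µmol/L, 22 genes differed (14 higher and 8 lower at 50), of which 12 were members of the heat shock list. The balance of directions depended on the fit, with 35 higher and 172 lower without a filter on counts and 20 higher and 23 lower with DESeq2. Between 100 and 25 µmol/L, 15 differed (11 higher, 4 lower). Between 100 and 50 µmol/L there were 3. They were named after their values were seen: foi, higher by 1.90 (SE 0.172, edgeR adjusted p 2.85e-05), pirk, higher by 1.65 (SE 0.268, edgeR adjusted p 0.026), and MsrA, which fell by 0.64 (SE 0.102, edgeR adjusted p 0.026). The count for 50 against 25 µmol/L was 37 and 10 without 25 µmol/L replicates 1 and 2, 10 without replicate 3, and 64 and 10 without 50 µmol/L replicates 1 and 2. For 100 against 25 µmol/L it was 23, 1 and 1 without 25 µmol/L replicates 1, 2 and 3, and 6, 1 and 1 without 100 µmol/L replicates 1, 2 and 3. For 100 against 50 µmol/L it was 1 without 50 µmol/L replicate 1, 5 without 50 µmol/L replicate 2 and 1 without 100 µmol/L replicate 3.

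A linear trend over concentration was found in 46 genes (16 rising, 30 falling), and any difference among the 4 groups in 312. The count of the trend was 1, 2 and 2 without DMSO replicates 1, 2 and 3, 80 without 25 µmol/L replicate 1, 27, 135 and 27 without 50 µmol/L replicates 1, 2 and 3, and 172, 1 and 1 without 100 µmol/L replicates 1, 2 and 3. The joint count was 87 and 134 without DMSO replicates 1 and 3, 566 and 190 without 25 µmol/L replicates 1 and 2, 805 and 187 without 50 µmol/L replicates 1 and 3, and 191 without 100 µmol/L replicate 2. With the title number block the trend count was 0 (504 at an unadjusted p under 0.05) and the joint count 16. Rising genes were foi (log2 slope 0.022 per µmol/L, SE 0.00236, edgeR adjusted p 0.000256), Dph1 (FBgn0036194, 3L, 11693879 to 11696963; 0.0068, SE 0.00115, edgeR adjusted p 0.0268) and Ldh (0.016, SE 0.00279, edgeR adjusted p 0.0268). Falling genes were CG8008 (FBgn0033387, 2R, 9157907 to 9161436; -0.014, SE 0.00206, edgeR adjusted p 0.0131), scyl (FBgn0041094, 3L, 11252307 to 11256172; -0.026, SE 0.00433, edgeR adjusted p 0.0268) and Tgi (FBgn0036373, 3L, 13486797 to 13502492; -0.0082, SE 0.00141, edgeR adjusted p 0.0268). CG8008 had 29.8 ± 3.25 CPM (SD, n = 3) in DMSO, 21.9 ± 2.37 at 25, 15.1 ± 3.71 at 50 and 11.5 ± 2.79 at 100 µmol/L. For foi the means were 56.4, 68.6, 68.9 and 257 CPM in the same order, a step at 100 µmol/L rather than an even rise. Departure from a straight line was not tested for any gene. The calls of Dph1, Ldh, scyl and Tgi were lost without any of DMSO replicates 1, 2 and 3 or 100 µmol/L replicates 2 and 3, and that of CG8008 without DMSO replicate 1 or 3 or 100 µmol/L replicate 2 or 3. The slopes stayed within 0.0059 to 0.0075 for Dph1, 0.014 to 0.018 for Ldh, -0.029 to -0.023 for scyl, -0.0095 to -0.0073 for Tgi and -0.016 to -0.013 for CG8008. The call of foi was kept in all 12 fits that left out 1 library and lost with the title number block.

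Whether the concentrations moved the same genes was addressed by their overlap. At least 1 comparison with DMSO called 671 genes, and 76 were called in the same direction at all 3 concentrations (13 higher, 63 lower). With the length offset there were 18 (12 higher, 6 lower), so most were then higher. The comparisons share their DMSO libraries and are not independent, and how many shared genes that alone would give was not determined. A single gene had opposite signs in 2 comparisons. The shared count was 6, 133 and 27 without DMSO replicates 1, 2 and 3, 5 and 21 without 25 µmol/L replicates 2 and 3, 119, 37 and 32 without 50 µmol/L replicates 1, 2 and 3, and 32 and 41 without 100 µmol/L replicates 2 and 3. The 13 higher genes, named after their values were seen, were nudC, CG12795, CG10337, Prx6c, CG11825, CG12896, Tbcb, ZnT63C, GILT1, Tret1-1, Uhg8, RNASEK and lncRNA:CR45820. Across genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.662 between 25 and 50, 0.746 between 25 and 100 and 0.776 between 50 and 100 µmol/L. The simulated means for shared controls were 0.473, 0.487 and 0.466. Those counts were drawn gene by gene, with no trend across the genes of a library, such as that on length. A trend of that kind in the DMSO libraries enters all 3 comparisons, so the excess alone does not show a shared response. With the length offset r was 0.516, 0.647 and 0.671 in the same order.

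Of the 24 list tests against DMSO, 8 had an adjusted p under 0.05 (two-sided camera). Only the glutathione and antioxidant list at 50 µmol/L held under fry, and 0 held under an estimated correlation, where 2 had an unadjusted p under 0.05. The heat shock list (15 genes tested) had a median log2 fold change of -1.26 at 25 µmol/L (14 of 15 genes lower, camera adjusted p 1.61e-20), 0.54 at 50 µmol/L (14 of 15 higher, camera adjusted p 5.37e-05) and 0.030 at 100 µmol/L (camera adjusted p 0.407). At 25 µmol/L 14 members were past the threshold adjusted over the list alone and 9 over all genes, at 50 µmol/L 5 and 1, and at 100 µmol/L 1 and 1. Without DMSO replicate 3 the median at 50 µmol/L was 0.27, and without 50 µmol/L replicate 2 it was 0.36. Mean log2 CPM of the list relative to DMSO was 0.48, 0.16 and -0.64 in DMSO replicates 1 to 3, so DMSO libraries were themselves apart by over 1 log2 unit.

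The glutathione and antioxidant list (17 genes) had medians of 0.21 (16 higher, camera adjusted p 0.000488), 0.36 (15 higher, camera adjusted p 3e-07) and 0.22 (15 higher, camera adjusted p 0.000445). Members past the threshold adjusted over the list alone numbered 1, 10 and 6, and over all genes 1, 4 and 1. The median at 25 µmol/L was 0.12 without DMSO replicate 1 and 0.14 without DMSO replicate 3, and that at 100 µmol/L was 0.14 without DMSO replicate 1. Cytosolic ribosomal proteins (85 genes) had medians of 0.036 (camera adjusted p 0.0795), 0.25 (84 higher, camera adjusted p 3.69e-10) and 0.16 (81 higher, camera adjusted p 2.48e-05). Past the threshold over all genes were 4 members at 50 and 1 at 100 µmol/L, and adjusted over the list alone 2 and 0. With the length offset the medians at 50 and 100 µmol/L were 0.026 and 0.016 and neither passed. Without 50 µmol/L replicate 2 the median at 50 µmol/L was 0.069. At 100 µmol/L it was 0.10 without 100 µmol/L replicate 3 and 0.058 without DMSO replicate 1, where the call was lost. With the title number block it was -0.048.

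Antimicrobial peptides (13 genes) had medians of 0.33 (11 higher, camera adjusted p 0.00642), -0.33 (11 lower, camera adjusted p 0.311) and -0.26 (8 lower, camera adjusted p 0.705). With a member at the floor set to its bound, the median at 50 µmol/L was -0.31. At 25 µmol/L 2 members were past the threshold adjusted over the list alone. That median was 0.64 without DMSO replicate 3 and 0.58 without 25 µmol/L replicate 1, and the list was not past the threshold with the length offset (0.18) or with at least 10 counts in every library (0.33). No other list passed. DNA replication (15 genes) had medians of -0.12, 0.079 and -0.024 with a smallest adjusted p of 0.0615 (camera). DNA damage and p53 response (8 genes) had 0.081, 0.045 and -0.023 (camera, smallest adjusted p 0.407), and quadruplex-unwinding helicases (8 genes) had -0.12, -0.11 and -0.071 (camera, smallest adjusted p 0.434). Heme synthesis and breakdown (9 genes) had 0.080, 0.15 and 0.20 (camera, smallest adjusted p 0.147).

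**Figure D5:**
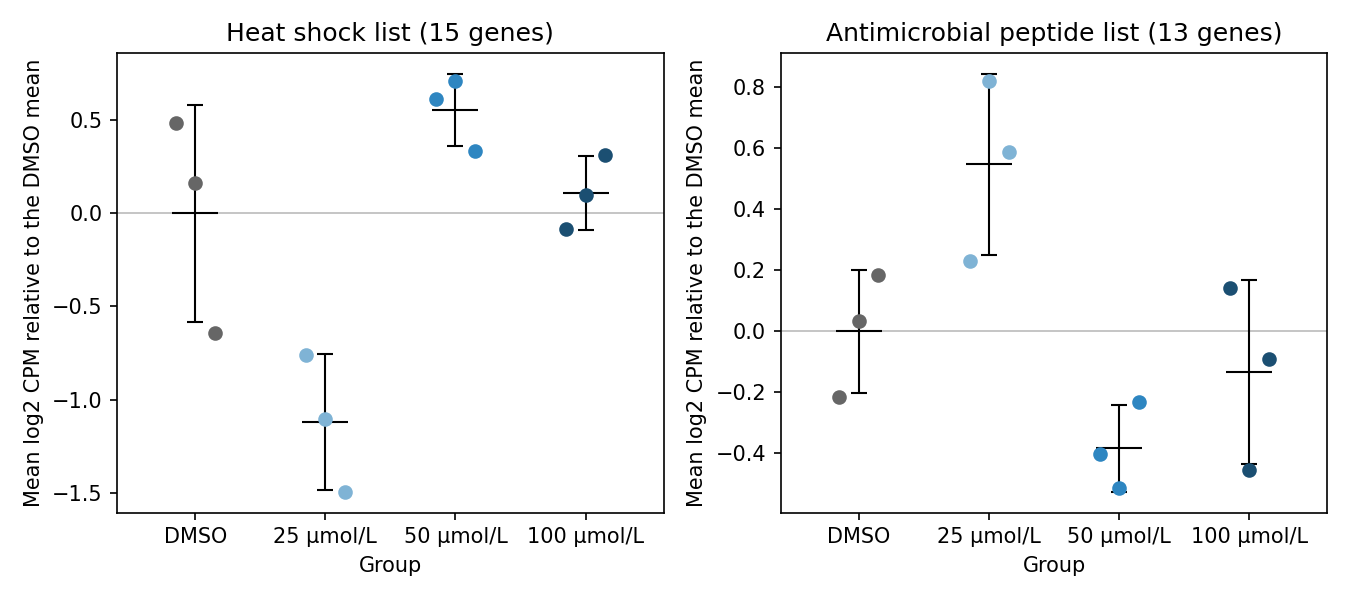
Mean log2 CPM of the tested heat shock (15 genes, left) and antimicrobial peptide genes (13 genes, right) relative to the DMSO mean (y axis) in each of the 12 libraries by group (x axis), where each point is a library and the black bars are the mean ± SD of 3 libraries. The 25 µmol/L libraries are the lowest for heat shock, at -0.76 to -1.49, and DMSO libraries spread from -0.64 to 0.48.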

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

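The tests chosen only after the result was seen were the split count of the antimicrobial peptide list, the count for the smallest list p, the length offset for the lists, and the zinc test. The results here are differences between concentrations of TMPyP4, each tested directly as the difference between a pair of concentrations. List p-values come from two-sided camera adjusted over 24 tests, and gene p-values from edgeR.

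The heat shock list (15 genes) was higher at 50 than at 25 µmol/L by a median log2 of 1.41 (15 of 15 genes higher, camera adjusted p 1.15e-56), with 12 genes past the threshold over all genes and 14 over the list alone. It was higher at 100 than at 25 µmol/L by 1.16 (15 of 15 higher, camera adjusted p 3.11e-47; 7 and 12 genes) and lower at 100 than at 50 µmol/L by a median of -0.33 (15 of 15 lower, camera adjusted p 3.84e-07; 0 genes by both adjustments). The differences from 25 µmol/L held under fry and under an estimated correlation, and that between 100 and 50 µmol/L under neither. Without 50 µmol/L replicate 3 the latter was -0.56. Hsp67Bc was higher at 50 and 100 than at 25 µmol/L by 3.78 (edgeR adjusted p 0.00059) and 2.75 (edgeR adjusted p 0.0206), and Hsp70Ba by 3.04 (edgeR adjusted p 0.000795) and 2.03 (edgeR adjusted p 0.0378). For 100 against 25 µmol/L, the call of Hsp67Bc (2.62 to 2.92) was lost without 25 µmol/L replicate 2 or 3 or 100 µmol/L replicate 2 or 3. That of Hsp70Ba (1.73 to 2.67) was kept only without 25 µmol/L replicate 1. With the title number block no gene was called higher in either comparison with 25 µmol/L, so every call of the list over all genes was lost. The list medians were then 0.97 and 0.67, at camera adjusted p 6.69e-26 and 1.41e-10. Over the alternative fits with camera at its fixed inter-gene correlation, these p-values were the largest (smallest 1e-74 and 6.46e-60). The other list tests gave larger values in the reported fit. These were fry adjusted p 0.0158 and 0.0231, and camera adjusted p 0.0176 and 0.0176 under an estimated correlation. With library totals only, Hsp67Bc and Hsp70Ba lost the call for 100 against 25 µmol/L.

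Several technical explanations of the heat shock difference between 50 and 25 µmol/L were argued against. With the length trend taken out the median was 1.38, and after thinning to equal depth it was 1.40. Members that are not Hsp70 copies had a median of 1.17 (9 genes, 7 called), which reads shared between those copies would not give. Members with at least 100 CPM had 1.17 (11 genes, 9 called), so genes near the floor did not make it. Of the 10 splits of the 6 libraries, 1, the real grouping, gave as large a median, and 10 splits cannot give a share under 0.1. A difference in handling, such as temperature before lysis, and reads of zebrafish origin stay open and were not tested, as does an effect of the concentration. DMSO libraries differed from one another in this list as well. An effect of TMPyP4 concentration on heat shock genes may be a candidate explanation, but it cannot be told apart from handling that differed between the groups.

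Antimicrobial peptide genes (13) were lower at 50 than at 25 µmol/L by a median of -0.64 (13 of 13 lower, camera adjusted p 5.31e-06; 0 genes past the threshold over all genes, 4 over the list alone) and at 100 than at 25 µmol/L by -0.74 (12 of 13 lower, camera adjusted p 6.03e-06; 0 and 0 genes). With the member at the floor set to its bound the first median was -0.64 again. Both differences held under fry and neither under an estimated correlation. For 50 against 25 µmol/L the median was -0.71 with the length trend taken out and -0.85 after thinning, which argues against length and depth. Of the 10 splits of those libraries, 3 gave as large a median, so the grouping of the libraries cannot be told apart from other groupings of them. The gene pirk was lower at 50 and 100 than at 25 µmol/L, by -3.09 (edgeR adjusted p 1.22e-05) and -1.44 (edgeR adjusted p 0.0201), and higher at 100 than at 50 µmol/L by 1.65 (edgeR adjusted p 0.026). Over the 6 fits that left out 1 library, the difference between 50 and 25 µmol/L was -3.29 to -2.95 and always past the threshold. That between 100 and 50 µmol/L (1.47 to 1.80) was past it only without 100 µmol/L replicate 2. That between 100 and 25 µmol/L (-1.63 to -1.28) was lost without 25 µmol/L replicate 2 or 3 or 100 µmol/L replicate 2 or 3. The title number block removed the calls of pirk at 100 against 50 and against 25 µmol/L, and library totals only removed the former.

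The remaining list differences were small. The glutathione and antioxidant list (17 genes) differed by 0.15 at 50 against 25 µmol/L (15 higher, camera adjusted p 0.00164) and by -0.15 at 100 against 50 µmol/L (11 lower, camera adjusted p 0.00356). The first call was lost without 25 µmol/L replicate 1 (value range 0.11 to 0.18), and the second without 100 µmol/L replicate 1, at -0.076, with -0.10 without 50 µmol/L replicate 2. With the title number block the first was lost as well. DNA replication (15 genes) differed by 0.15 at 50 against 25 µmol/L (14 higher, camera adjusted p 9.16e-05), -0.085 at 100 against 50 (13 lower, camera adjusted p 0.0197) and 0.096 at 100 against 25 µmol/L (12 higher, camera adjusted p 0.0264). The first held under fry and in each fit that left out 1 library, with 0.28 without 25 µmol/L replicate 1 and 0.10 without 50 µmol/L replicate 3. Under an estimated correlation it did not hold (camera adjusted p 0.126). The second was lost without 50 µmol/L replicate 3 or 100 µmol/L replicate 1 or 3 (-0.13 to -0.066), and the third without 25 µmol/L replicate 2 or 3 or 100 µmol/L replicate 2 (0.063 to 0.16, the highest without 25 µmol/L replicate 1). The second was also lost with the title number block, and the third with library totals only and after thinning. Cytosolic ribosomal proteins (85 genes) differed by 0.19 (82 higher, camera adjusted p 2.17e-10), -0.098 (77 lower, camera adjusted p 0.000442) and 0.10 (79 higher, camera adjusted p 7.56e-05) in the same order. Without 50 µmol/L replicate 2 these were 0.042, not past the threshold, for 50 against 25 µmol/L, and 0.074, a change of sign, for 100 against 50 µmol/L. Without 50 µmol/L replicate 1 they were 0.31 and -0.21. For 100 against 50 µmol/L the value was -0.063 and -0.16 without 100 µmol/L replicates 1 and 3, and the length offset removed the call. For 100 against 25 µmol/L it was 0.053 without 100 µmol/L replicate 3 and -0.15 with the title number block, which also removed the call for 50 against 25 µmol/L. No glutathione or ribosomal difference held under fry or under an estimated correlation. With library totals as the scaling, the median of all genes shifted by -0.106 at 50 µmol/L against DMSO and against 25 µmol/L. It shifted by -0.0606 at 100 against 25 and by 0.045 at 100 against 50 µmol/L. Over the 3 alternative scalings, the smallest values at 50 against 25 µmol/L were 0.033 for glutathione, 0.049 for DNA replication and 0.067 for ribosomal proteins. At 100 against 50 µmol/L the smallest in size were -0.096, -0.037 and -0.038 in that order. At 100 against 25 µmol/L they were 0.0385 for DNA replication and 0.044 for ribosomal proteins. With the length offset, DNA replication at 50 against 25 µmol/L was 0.24 (camera adjusted p 2.26e-05), which argues against the length trend as its whole cause. Over the alternative fits with camera at the inter-gene correlation of 0.01, its adjusted p ranged from 2.67e-06 to 0.00175. With the offset it held under fry (adjusted p 0.0193) and not under an estimated correlation (camera adjusted p 0.118). The ribosomal difference for 100 against 50 µmol/L was -0.014 with the offset, as that trend would give. Its camera adjusted p was 0.855, with a range of 1.85e-13 to 0.855 over the same fits. The other glutathione, DNA replication and ribosomal calls named here were kept with the offset, the glutathione value for 100 against 50 µmol/L at -0.077. Beyond these settings, no explanation of these smaller differences was tested.

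The p-values of the lists carry little weight in this design. Against DMSO, 44 of 100 groupings of the 12 libraries gave as many list tests past the threshold as the real one, and 37 of 100 gave as small a smallest p.

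The gene foi was higher at 100 than at 50 µmol/L by 1.90 (edgeR adjusted p 2.85e-05) and than at 25 µmol/L by 1.91 (edgeR adjusted p 2.2e-05), with ranges of 1.71 to 2.07 and 1.73 to 2.08 and no call lost over the fits that left out 1 library. With the title number block the call against 25 µmol/L was lost. Its log2 fold change against DMSO at 100 µmol/L was 2.38 with the length trend taken out, which argues against that trend as its cause. A shortage of zinc, since porphyrins can bind metals, may be a candidate explanation. Of 20 listed zinc genes, 11 had enough counts for a test. Their median log2 fold change, turned to the predicted direction, was -0.0048, with 5 of 11 in that direction, and 5127 of 10000 random sets of genes were as high. This gave no support to a shortage, and a median near 0 over genes that went both ways, with many of the list untested, does not exclude it. The 1 of them past the threshold, the exporter ZnT63C, was higher at 100 µmol/L by 0.40 (edgeR adjusted p 0.0315) and at 25 and 50 µmol/L, opposite to what a shortage predicts, though a single gene does not exclude it. An effect of the highest concentration stays open and untested.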

How the results depend on the processing

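The offset for transcript length and the thinning to equal depth were chosen after seeing the data. DESeq2 size factors, upper-quartile factors, the removal of mitochondrial and ribosomal RNA genes and the replicate block changed no count of genes by over 1.5 times. The counts are given in the order 25, 50 and 100 µmol/L against DMSO, then 50 against 25, 100 against 50 and 100 against 25 µmol/L, with 122, 502, 379, 22, 3 and 15 in the reported fit. The trend had 46, any difference 312 and all 3 concentrations in the same direction 76. Unless a reason is given, the cause was not tested.

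With library totals only, the counts that moved were 26, 301, 218, 1 for 100 against 50 and 5 for 100 against 25 µmol/L, with 169 for any difference and 16 shared (6 higher, 10 lower, against 13 and 63). At 50 µmol/L the lower share was 90.03% against 75.3%. For 50 against 25 µmol/L the split was 9 higher and 9 lower against 14 and 8, and for 100 against 25 µmol/L 2 and 3 against 11 and 4. For 100 against 50 µmol/L it was 1 and 0 against 2 and 1. Without a filter, more genes were tested and the counts were 464, 1058, 777, 207, 35 and 70, with 136 for the trend, 1087 for any difference and 315 shared. Among them, 50 against 25 µmol/L had 35 higher and 172 lower, and 100 against 50 µmol/L 17 and 18. With at least 10 counts in every library, 100 against 50 µmol/L gave 5. DESeq2 gave 245 and 766 at 25 and 50 µmol/L, then 43, 9 and 24 between concentrations, with 239, 705 and 151 for trend, any difference and shared. Its split was 20 higher and 23 lower for 50 against 25 and 4 and 5 for 100 against 50 µmol/L. In the simulated data without a length trend 13.2% of DESeq2 calls were false against 6.45% of edgeR calls. With a length trend added to the DMSO libraries, 63.1% of edgeR calls were false. Fits to the compared groups only gave 218 at 50 µmol/L and 25 for 100 against 25 µmol/L, and no value for the trend or any difference.

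With the title number block the counts were 12, 0 (1141 at an unadjusted p under 0.05), 1, 1, 1 and 0 (255), with 0 for the trend (504), 16 for any difference and 0 shared (196). With the length offset they were 58, 85 and 202 against DMSO, 162 for any difference and 18 shared. Higher and lower genes then numbered 33 and 25, 49 and 36, and 107 and 95 against DMSO, and 12 and 6 among the shared genes, so that higher genes outnumbered lower ones in each. Thinning gave 30 for the trend. An adjusted p under 0.01 gave 8, 64, 77, 10, 1 and 1, with 1, 69 and 4 for trend, any difference and shared. A log2 change of at least 1 gave 52, 208 and 159 against DMSO and 37 shared. These stricter thresholds lower counts by construction.

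Across the fits that left out 1 library, counts ranged from 6 to 200, 50 to 1233, 89 to 455, 10 to 64, 1 to 5 and 1 to 23 in the order above, from 1 to 172 for the trend, 87 to 805 for any difference and 5 to 133 shared. Correlations of 0.662 (25 and 50), 0.746 (25 and 100) and 0.776 (50 and 100 µmol/L) ranged from 0.515 to 0.722, 0.629 to 0.789 and 0.676 to 0.808. List tests past the threshold ranged from 8 to 10.

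The correlations were 0.486, 0.524 and 0.511 without a filter, 0.525, 0.522 and 0.7 with the title number block, and 0.516, 0.647 and 0.671 with the length offset. For 50 and 100 µmol/L the value was 0.83 with at least 10 counts in every library and 0.818 in fits to the compared groups. Spearman's rho for 25 and 100 µmol/L was 0.695. Of 8 list tests past the threshold, 1 held under fry and 0 under an estimated correlation, where 2 had an unadjusted p under 0.05. The ribosomal list at 100 µmol/L reversed with the title number block, to -0.048.

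For 28 values of named genes, 570 alternatives gave 440 on the same side of the threshold and 130 weaker, with 0 reversed. The title number block gave 24 of 28 weaker, the omission of 1 library 72 of 204, an adjusted p under 0.01 17 of 28 and the length offset 7 of 28. For the 8 list tests past the threshold against DMSO, 152 alternatives gave 131 the same, 20 weaker and 1 reversed. These tests were of the heat shock, glutathione and antioxidant, ribosomal and antimicrobial peptide lists only. The filter of 10 counts in every library left no value for some named genes.

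The replicate number as a block gave 149, 635, 446, 22, 3 and 12 genes. Deviations from the group means of libraries with the same number had correlations of -0.378 to 0.442 over 18 pairs, with 6 over 0.1 and a median of -0.0354. They were 0.442, 0.180 and 0.0895 between 50 µmol/L and DMSO, and 0.226, 0.0165 and 0.189 between 100 µmol/L and DMSO. Between 25 µmol/L and DMSO they were -0.331, -0.0927 and -0.211. No pairing was seen over all groups, and pairing within some of them was left open. The GC offset, its combination with the block, and the quadruplex motif tests were not run, because no genome sequence was used here. The depth limits results for genes with few counts, such as Myc, which was past the threshold at 100 µmol/L without a filter (edgeR adjusted p 0.00244) but not without DMSO replicate 1 (edgeR adjusted p 0.345) or 100 µmol/L replicate 3 (edgeR adjusted p 0.061), over a range of 0.00104 to 0.345. Its counts at 100 µmol/L were at the floor, and the length offset was not applied to it.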

Other observations

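The tests chosen only after the result was seen were the tests of single libraries and of handling for the length trend, that of slower transcription as its whole cause, those of the length trend as the whole cause of lower genes, the count of block partitions, and the random sets of neighbouring genes.

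Groupings of the libraries other than the real one were tried for each count. In each of the comparisons of 25, 50 and 100 µmol/L with DMSO, 1 of 10 splits of the 6 libraries, the real one, gave as many genes. The same was found for 100 against 50 (1 of 10) and 100 against 25 µmol/L (1 of 10). For 50 against 25 µmol/L it was 2 of 10. A count of 10 splits cannot give a share under 0.1. Over 100 groupings of all 12 libraries, 2 gave as many genes with a trend, 1 as many with any difference and 1 as many shared in the same direction, the real grouping included.

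For 50 against 25 µmol/L, the split of 25 µmol/L replicate 1 with 50 µmol/L replicates 2 and 3 against the rest gave 530 genes, more than the 22 of the real groups. It follows no run of title numbers. With the length trend taken out it gave 925 genes, which argues against that trend as its cause. No other explanation was tested. The sides did not overlap in PC1 (8.38, 34.6 and 22.8 against -10.9, -11.7 and -3.34) or in the share of reads with no feature (0.849, 0.849 and 0.783% against 1.02, 1.04 and 0.901%). These values were looked at afterwards, PC1 comes from the same counts, and any measure separates a given split of 3 against 3 in 10% of cases.

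The loss of calls under the title number block was set against other partitions of the libraries into 4 runs of 3. Of 60 partitions, the title numbers included, 7 left as few genes with any difference as the title numbers (16, against a median of 122 over the others). For the comparisons of 25, 50 and 100 µmol/L with DMSO it was 22, 4 and 4 of 60 (12, 0 and 1 genes, against medians of 25, 151 and 98). The number of partitions was lowered from 100 after their result was seen. Some other blocks gave a loss as large, few of them at 50 and 100 µmol/L, so the loss alone does not set the title numbers apart. Deviations from the group means had a median correlation of -0.065 (-0.315 to 0.292) over 10 pairs of libraries of the same run and different groups, and of 0.00945 (-0.383 to 0.442) over 44 pairs of other runs and different groups. Libraries of the same run were no more alike, so no effect of the runs was seen by this measure.

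Longer transcripts were lower in TMPyP4 than in DMSO libraries. Thinning to equal depth left a difference in slope of 0.21 (0.2112), which argues against depth. Slopes unrelated to the groups are argued against by an exact two-sided permutation p of 0.00455, the smallest that 220 splits can give. Single libraries also differed in slope, by up to 0.243 within a group, so differences in RNA integrity or preparation between libraries may contribute. RNA integrity or handling that differed between DMSO and TMPyP4 libraries could give the whole difference of 0.21 (0.2099), and cannot be told apart from an effect of TMPyP4, since both follow the groups. Slower transcription over long genes predicts a slope on genomic span at a given exonic length. That slope differed by 0.03 (0.03038, exact two-sided permutation p 0.473), within the spread of the libraries, so a contribution of it was not decided. The slope on exonic length at a given span still differed by 0.17 (0.1713, exact two-sided permutation p 0.00909), which argues against slower transcription over long genes as the whole cause.

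Whether the length trend was the whole cause of the lower genes was not decided. With the trend taken out, 24 of 83 lower genes at 25 µmol/L kept their call, 35 of 378 at 50 µmol/L and 79 of 263 at 100 µmol/L. The kept genes were still long, with median exonic lengths of 4383, 5711 and 3896 bases against 2084 over tested genes. Their calls therefore do not exclude the trend. The majority of the lower calls were lost with it, so the trend may account for them, and those counts are not evidence of changes in single genes apart from it.

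Prx6c, CG11825, Prx6b and CG12896 lie next to one another on chromosome 2R and had higher values at each concentration. Prx6b was past the threshold at 25 µmol/L only, with log2 fold changes of 1.52, 1.16 and 0.97. They were looked at after their values were seen. The summed CPM of Prx6b, Prx6c and CG12896 was higher than DMSO by a log2 of at least 1.24 at each concentration, which argues against reads moved between near-identical copies. With the length trend taken out, 8 of the 12 gene and concentration pairs were past the threshold. Among the 13 genes higher at all concentrations, 3 pairs lay within 10 kb, and 0 of 10000 random sets of 13 tested genes had as many. This count of neighbours among the shared higher genes by chance was made after the neighbours were noticed and counts those same genes, so it adds nothing. Of the next tested genes, CG12895 was not past the threshold, and RanBPM was lower at 50 µmol/L only, with a log2 fold change of -0.40 (edgeR adjusted p 0.0344). A shared response of this cluster to TMPyP4 may be a hypothesis. A difference in handling between the groups keeps it open, and it was not tested in other data.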
